A study of Homo sapiens with 6 samples. Its data were reported in "Perivascular tenascin C triggers sequential activation of macrophages and endothelial cells to generate a pro-metastatic vascular niche in the lungs" (2022).

How the data were processed

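Gene expression was measured in SUM-LM1 breast cancer cells on Affymetrix Human Genome U133 Plus 2.0 arrays, 3 treated with activin B and 3 with vehicle. Groups and replicate numbers were taken from the sample titles, which call the replicates biological. According to the methods of the study, the authors normalized the scanner files by robust multiarray averaging in Chipster, which corrects background, equalizes the distributions of the arrays and summarises probes into probe sets. The deposited values are on the log2 scale. Equalizing distributions removes any change shared by most transcripts, and averaging probes compresses differences near background. The scanner files and scan dates were not used here, so background correction could not be varied and no scan batch was tested.

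Probe sets were named through the platform annotation of the array, with symbols checked by gene identifier against a RefSeq table of the assembly GRCh38.p14, which changed none and was used for names only. After 62 array controls were left out, 54613 probe sets remained. Of these, 41091 carried 1 gene symbol, 1801 carried several and 11721 were unnamed here; no gene was named from the last 2 classes. For 41037 of the named sets the gene identifier matched the RefSeq table. Each of 19775 genes was represented by its probe set with the highest mean over the 6 arrays, a rule that does not look at the difference between groups. Of 48 genes with a called probe set, 38 were called by the representing set. Genomic positions were not used.

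Groups were compared by limma 3.58.1 in R 4.3.3, with a linear model per probe set and empirical Bayes moderation (residual degrees of freedom 4, prior degrees of freedom 10.8), which is the kind of test that the methods of the study name. P values were adjusted by the Benjamini-Hochberg method over all tested probe sets, and a probe set was called at an adjusted p under 0.05. Adjusted p values given for a gene come from this fit unless an alternative is named beside them. The looser thresholds were a log2 change over 0.5 in either direction with an unadjusted p under 0.05 and an adjusted p under 0.25. Errors of log2 changes are the standard errors of this model. P values measure the spread between these samples, and 3 arrays per group limit the precision.

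Before the data were examined, 31 gene lists were written down, together with the tests, the alternatives and the rule for naming genes. Of the entries of these lists, 38 had no matched probe set and were not analysed here. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, each adjusted over the 31 lists. Camera called 6 lists, 3 of them also with an estimated correlation. Fry asks whether the members move on balance one way, without setting them against other genes, and called 6: the ID family, the SMAD1/5 and SMAD2/3 targets, the feedback inhibitors, the activin B signature and, downwards, the SCGB3A1 signature. Camera called the first 5 of these and the inflammatory list. Each count includes the activin B signature, chosen by the study on these arrays, and the ID family, of which the study named 3 members from them; without both the counts are 4, 1 and 4. Members were counted at the adjusted p over all probe sets and, separately, adjusted over the list alone. The genes named were the 15 largest rises and 10 largest falls among called genes whose groups did not overlap, the ID family, the niche factors, TNC and the activin receptors, and up to 4 members with the smallest p of each list; any others were chosen after their values were seen. The mean changes of SMAD1/5 and SMAD2/3 targets were compared by an exact permutation test over the 20 labelings of the arrays, whose smallest two-sided p is 0.1.

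The steps were tested on simulated arrays with the means and spreads of the real probe sets for 3 against 3 arrays, 54613 probe sets and 200 changed ones, over 20 runs. The test called 29.6% of probe sets changed by 0.25 on the log2 scale, 99.4% of those changed by 0.5 and 100% of those changed by 1 or 2. Of the calls, 7.89% were unchanged probe sets, somewhat above the nominal rate. With nothing changed, the median number of calls was 0.

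Alternatives were the replicate number as a block, filters on dim probe sets, quantile normalization, median centring and cyclic loess on the deposited values, a trend or robust prior in the empirical Bayes step, array weights, leaving out each array in turn, other rules for the probe set of a gene, and other summaries of the lists. Figures were drawn with matplotlib 3.10.9.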

Results

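SUM-LM1 cells are a derivative of the SUM159 human breast cancer line that forms metastases in the lung. They were seeded at 12500 cells per ml in ultra-low attachment plates, on which cells grow as floating spheres, and were exposed to activin B protein at 50 ng/ml, or to vehicle alone, for 6 h. Activin B is the homodimer of the inhibin beta B subunit, which the gene INHBB encodes, and belongs to the TGF-beta family of ligands. Each group held 3 biological replicates, and 50 ng of total RNA per sample was labeled and hybridised to a human expression array. The deposited log2 signals ran from 5.79 to 14.22 and had nearly the same median on every array, between 6.69 and 6.70. Correlations between arrays lay between 0.9935 and 0.9961, and no pair of arrays held identical values. With 3 arrays per group, the median standard error of a log2 change was 0.069 over all probe sets.

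The comparison asked which genes the cancer cells switched on or off within hours of meeting activin B. Inhibitors of DNA binding, the ID proteins that block basic helix-loop-helix transcription factors, showed the largest rises of all genes. ID3 rose 7.21-fold, from a log2 signal of 8.51 ± 0.26 in vehicle to 11.36 ± 0.28 in activin B (SD, n = 3; adjusted p = 6.81e-08). ID1 rose 4.77-fold, from 9.96 ± 0.15 to 12.21 ± 0.27 (SD, n = 3; adjusted p = 7.74e-08), and ID2 rose 2.78-fold, from 9.01 ± 0.13 to 10.48 ± 0.16 (SD, n = 3; adjusted p = 6.52e-07). ID4, the remaining member, had a dim signal of 6.58 ± 0.17 in vehicle and 6.47 ± 0.12 in activin B, a log2 change of -0.11 with an adjusted p of 0.995.

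In all, 40 probe sets rose and 26 fell at an adjusted p under 0.05 out of 54613 tested by limma. Counted with 1 probe set per gene, 20 genes rose and 18 fell among 19775. The response was narrow in size as well as in number, since 4 of these genes rose more than 2-fold and 1 fell more than 2-fold. At the looser thresholds of the study (log2 change over 0.5, unadjusted p under 0.05 and adjusted p under 0.25), 31 probe sets rose and 12 fell. In each of the 66 called probe sets, the 3 activin B values all lay on one side of the 3 vehicle values, which 9.79% of all probe sets did and chance gives for 10%. Of the called probe sets, 33 rising and 25 falling ones carried 1 gene name, 2 rising ones carried several, and 5 rising and 1 falling were unnamed in the annotation used here. The count of falling probe sets stayed at 26 without activin B replicate 3 and was lower without any other single array. Each omission also lowers the number of samples, so the drop is not tied to a particular array. The count was 10, 7 and 12 without vehicle replicates 1, 2 and 3, and 13 and 12 without activin B replicates 1 and 2. For falling genes the same omissions gave 7, 6 and 9, and 10 and 9. The count of rising probe sets was 25 without vehicle replicate 2 and 26 without activin B replicate 2.

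**Figure D1:**
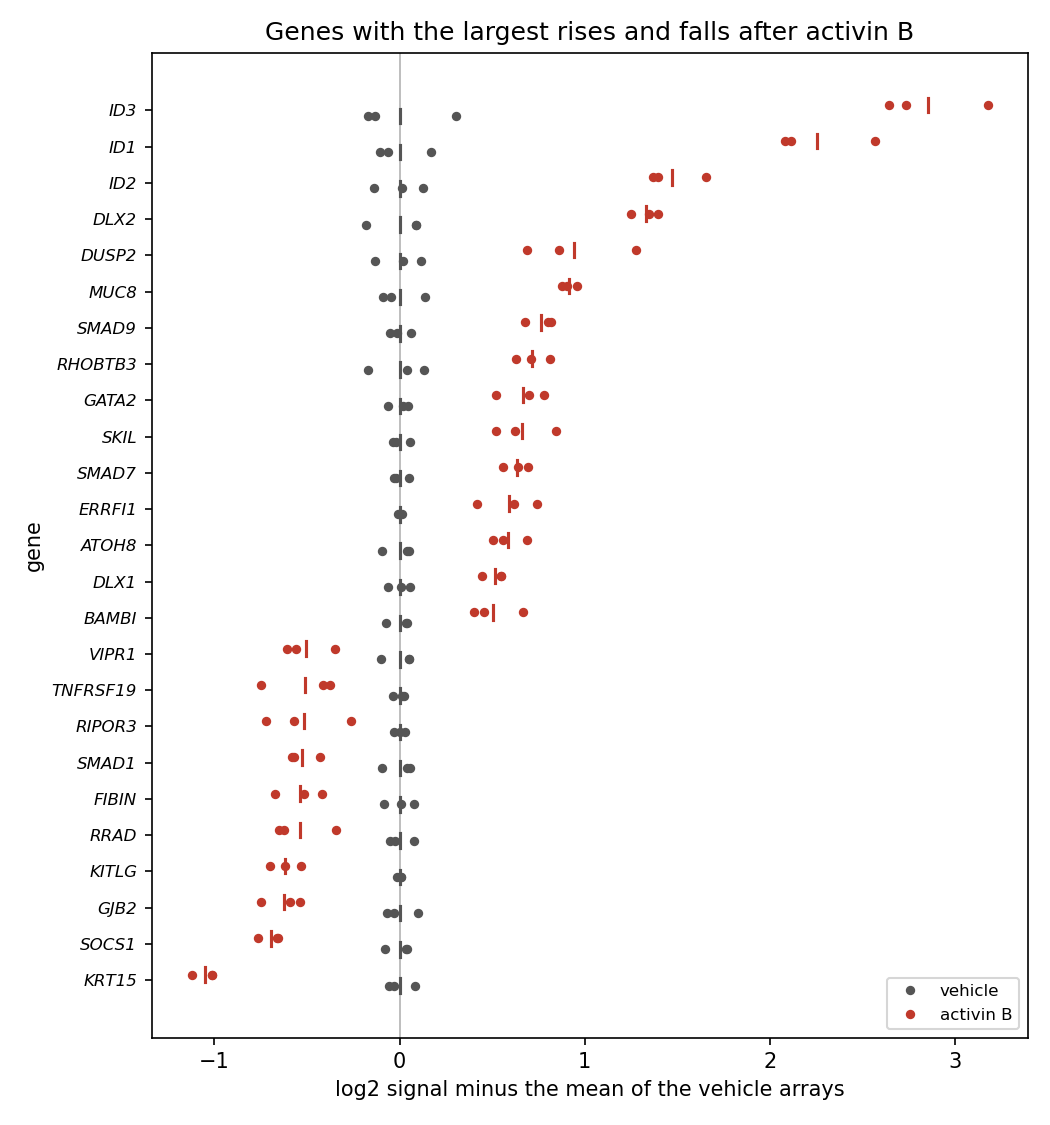
Log2 signal of each array minus the mean of the 3 vehicle arrays for the 15 genes with the largest rises and the 10 with the largest falls. Points are arrays and vertical bars are group means, vehicle in grey and activin B in red; ID3 lies highest at a log2 change of 2.85 and KRT15 lowest at -1.05.

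Outside the ID family, the largest rise was that of a homeobox gene. DLX2, a homeobox transcription factor, rose 2.51-fold (log2 change 1.33 ± 0.08, SE; adjusted p = 6.52e-07), and its neighbor in the same family, DLX1, rose 1.43-fold (adjusted p = 0.00216). GATA2 rose 1.59-fold (adjusted p = 0.000722) and ATOH8, a basic helix-loop-helix factor, rose by 0.58 on the log2 scale (adjusted p = 0.00142). DUSP2, a phosphatase that inactivates MAP kinases, rose 1.92-fold (adjusted p = 0.00161), and ERRFI1, an inhibitor of the EGF receptor, rose 1.51-fold (adjusted p = 0.00317). Among components of the TGF-beta and BMP pathways, SMAD9 rose 1.70-fold, the inhibitory SMAD7 1.55-fold, the SMAD corepressor SKIL 1.58-fold and the decoy receptor BAMBI 1.42-fold (adjusted p = 5.38e-05, 0.000313, 0.00142 and 0.0108). RHOBTB3 rose 1.64-fold (adjusted p = 0.000786), with 3 of its 6 probe sets called. MUC8 was read as 1.88-fold higher, but from a probe set of the cross-hybridising kind; its other probe set had a log2 change of 0.04. The calls of GATA2 and SKIL ended when all probe sets of a gene were averaged (adjusted p = 0.184 and 0.413, the highest over the alternatives). That of BAMBI ended without vehicle replicate 2 (adjusted p = 0.135).

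KRT15, a keratin of basal epithelial cells, showed the largest fall. Its log2 signal went from 8.95 ± 0.08 in vehicle to 7.89 ± 0.06 in activin B (SD, n = 3), 2.07-fold lower (adjusted p = 1.13e-06). SOCS1, a suppressor of cytokine signaling, was 1.62-fold lower (adjusted p = 0.000140), and GJB2, a gap junction protein, was 1.54-fold lower (adjusted p = 0.00121). KITLG, the ligand of the KIT receptor, was 1.54-fold lower (adjusted p = 0.000430). SMAD1, a transducer of BMP signals, was 1.44-fold lower (adjusted p = 0.00344), with 2 of its 3 probe sets called. RRAD, FIBIN, RIPOR3, TNFRSF19 and VIPR1 completed the 10 largest falls, each between 1.42-fold and 1.45-fold. The calls of SOCS1 and KITLG ended when all probe sets of a gene were averaged (adjusted p = 0.140 and 0.265, the highest over the alternatives). Those of RRAD, FIBIN, RIPOR3, TNFRSF19 and VIPR1 each ended without vehicle replicate 1 (adjusted p = 0.0544, 0.0522, 0.225, 0.145 and 0.0839), and each without at least 1 other array too; the highest values over all alternatives were 0.340, 0.0714, 0.297, 0.232 and 0.120.

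Target genes of BMP and SMAD1/5 signaling formed the list with the most rises among those not chosen on these arrays. Of 29 measured members 11 rose, none fell and 18 did not pass, and 13 rose when adjusted over the list alone. The 11 were ID1, ID2, ID3, DLX1, DLX2, SMAD7, SMAD9, GATA2, ATOH8, DUSP2 and BAMBI. NOG and SMAD6, antagonists of BMP signaling, had log2 changes of 0.35 ± 0.08 and 0.32 ± 0.08 (SE) that did not pass (adjusted p = 0.219 and 0.336). The list was called upwards by camera (adjusted p = 1.07e-26; adjusted p = 0.0284 with an estimated correlation), and so was the ID family (adjusted p = 1.61e-18; adjusted p = 0.0409 with an estimated correlation). The study named ID1, ID2 and ID3 from these same arrays, so the call of the ID family is not independent evidence, and 9 of the 11 genes, these 3 included, stand in its activin B signature.

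Targets of SMAD2/3, the transducers through which activins are known to signal, moved less. Of 36 measured members, SMAD7 and SKIL rose and none fell, and 7 rose when adjusted over the list alone. PMEPA1 and JUNB had log2 changes of 0.33 ± 0.07 and 0.31 ± 0.07 (SE; adjusted p = 0.161 and 0.173), and IL11 and SNAI2 had 0.30 ± 0.08 and 0.22 ± 0.07 (SE; adjusted p = 0.375 and 0.590). Camera called the list upwards (adjusted p = 7.64e-07), but not with an estimated correlation (adjusted p = 0.138 with an estimated correlation). Without the shared member, the mean log2 change was 0.45 over 28 SMAD1/5 targets and 0.09 over 35 SMAD2/3 targets. The difference of 0.36 reached the smallest p that 3 against 3 arrays allow (exact permutation test, two-sided, p = 0.1). It was 0.17 without the ID family and 0.05 between the medians of both lists (exact permutation test, p = 0.1 and 0.6).

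**Figure D2:**
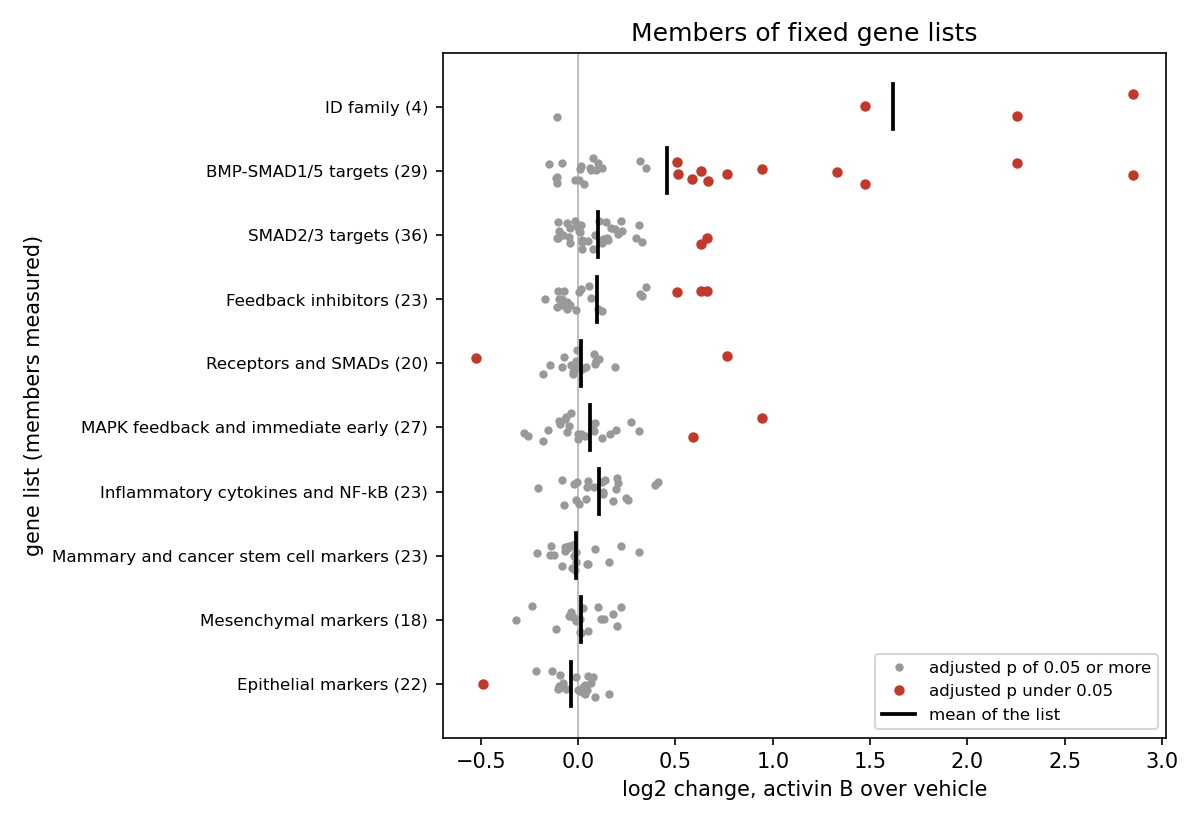
Log2 change of each member of 10 gene lists, activin B over vehicle, with the number of measured members after each list name. Points are genes, red at an adjusted p under 0.05 and grey otherwise, and black bars are list means; the ID family and the SMAD1/5 targets hold most of the red points.

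Inhibitors that act back on the pathway included SMAD7, SKIL and BAMBI, the 3 of 23 measured members of the feedback list that rose, against 6 when adjusted over the list alone. None fell. Camera called the list upwards (adjusted p = 0.00459), but not with an estimated correlation (adjusted p = 0.138 with an estimated correlation). Among 20 receptors and SMADs, SMAD9 rose and SMAD1 fell, both over all probe sets and adjusted over the list alone. The receptors that bind activins did not pass: the log2 change was 0.02 for ACVR1B, -0.18 for ACVR1C, -0.03 for ACVR2A, 0.02 for ACVR2B and -0.01 for ACVR1, with adjusted p of 0.859 for ACVR1C and 0.999 for the others. None of 23 ligands passed, although BMP2 did when adjusted over the list alone (log2 change 0.30 ± 0.07, SE; adjusted p = 0.318 over all probe sets).

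The factors that the study assigned to the vascular niche, INHBB, LAMA1, SCGB3A1 and TNFRSF11B, and the matrix protein TNC did not pass in the cancer cells. Their log2 changes lay between -0.04 for TNFRSF11B and 0.10 for LAMA1, with standard errors between 0.07 and 0.08. TNC had a high signal of 10.81 ± 0.10 in vehicle and 10.90 ± 0.14 in activin B (SD, n = 3). INHBB itself lay low, at 6.53 ± 0.08 and 6.50 ± 0.05. SCGB3A1 lay at 6.63 ± 0.12 and 6.64 ± 0.12, and TNFRSF11B at 6.30 ± 0.09 and 6.26 ± 0.06. These dim signals lay under the array medians, so a small change in these genes could be missed.

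Among 27 MAPK feedback and immediate early genes, DUSP2 and ERRFI1 rose and none fell, whereas 5 rose and 2 fell when adjusted over the list alone. DUSP4 had a log2 change of -0.28 ± 0.07 (SE; adjusted p = 0.331), opposite in sign to DUSP2. The list as such was not called by camera (adjusted p = 0.127). No member of 23 inflammatory cytokines and NF-kB targets passed, and 4 rose and 1 fell when adjusted over the list alone. SOD2, CXCL3, TNFAIP3 and CCL20 had log2 changes of 0.39 ± 0.08, 0.41 ± 0.09, 0.25 ± 0.07 and 0.26 ± 0.08 (SE; adjusted p = 0.130, 0.137, 0.557 and 0.635). Camera called this list upwards (adjusted p = 9.10e-05), but not with an estimated correlation (adjusted p = 0.466 with an estimated correlation), nor by fry (adjusted p = 0.379), nor without vehicle replicate 1 (adjusted p = 0.0874).

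Stem cell genes were of interest because activin B was studied as a factor that promotes sphere growth. The study counted spheres after longer culture, and from these arrays it pointed to ID1, ID2 and ID3, which rose here as well. The lists below hold other markers read at 6 h, so they do not test that link. None of 23 mammary and cancer stem cell markers and none of 13 pluripotency factors passed, also when adjusted over each list alone. By camera, the adjusted p was 0.792 for the first list and 0.286 for the second. CD24 and SNAI2 had log2 changes of 0.31 ± 0.09 and 0.22 ± 0.07 (SE; adjusted p = 0.557 and 0.590). CD24 was read from the brightest of its 6 probe sets; another, dimmer one rose (log2 change 0.46 ± 0.08, SE; adjusted p = 0.0285). None of 20 Notch pathway genes passed, although DLL1, a Notch ligand, fell when adjusted over the list alone (log2 change -0.34 ± 0.06, SE; adjusted p = 0.0698 over all probe sets). Of 17 Wnt targets, TNFRSF19 fell. Of 22 epithelial markers, CLDN1, a tight junction protein, fell (log2 change -0.49 ± 0.07, SE; adjusted p = 0.0112), a call that ended without vehicle replicate 2 or activin B replicate 2 (adjusted p = 0.131 and 0.0554). The call of TNFRSF19 ended without any 1 vehicle array (adjusted p = 0.145, 0.207 and 0.128). It also ended with only probe sets above the median signal or of mean 7.5 or more, and with the mean of all its probe sets. None of 18 mesenchymal markers passed, and 1 rose and 2 fell when adjusted over the list alone (ZEB2 and S100A4 with log2 changes of -0.32 and -0.23, and SNAI2).

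Few genes of metabolism, stress and cell division passed. Of 19 hypoxia and glycolysis genes, HK2, a hexokinase, rose (log2 change 0.46 ± 0.08, SE) and ADM, encoding the peptide adrenomedullin, fell (-0.45 ± 0.07, SE; adjusted p = 0.0253 for both). Adjusted over the list alone, 1 rose and 2 fell, the other being the glucose transporter gene SLC2A1 (log2 change -0.25 ± 0.07, SE; adjusted p = 0.4001 over all probe sets). The call of HK2 ended without vehicle replicate 1 or 2 (adjusted p = 0.0544 and 0.155) or any 1 activin B array (0.0790, 0.135 and 0.0627), and with the mean of all its probe sets (log2 change 0.18; adjusted p = 0.507, the highest over the alternatives). That of ADM ended without any 1 vehicle array (adjusted p = 0.0791, 0.164 and 0.174) or activin B replicate 1 or 2 (0.0928 and 0.165). None of 22 G1/S genes, 22 G2/M genes or 6 CDK inhibitors passed, although CDKN1A rose and CDKN1C fell when adjusted over the last list alone (log2 change 0.23 and -0.17). CDK1, a G2/M gene, was read from its brightest probe set. Another, dimmer one rose (log2 change 0.57 ± 0.10, SE; adjusted p = 0.0452). No member passed, over all probe sets or over the list alone, among 21 interferon response genes, 29 extracellular matrix genes, 22 apoptosis genes, 18 stress response genes, 9 heat shock genes or 11 cholesterol synthesis genes.

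Lists taken from the study were counted as well. Of 20 genes of its activin B signature, 14 rose, and 19 rose when adjusted over the list alone; the list was chosen on these same arrays, so neither count is independent evidence. Of 12 genes of its signature for SCGB3A1, a different niche factor, KRT15 alone passed, and it fell. Fry called this list downwards (adjusted p = 0.00500), with a median log2 change of -0.04 over its members, and camera did not (adjusted p = 0.110).

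Markers of cell types that the culture should not hold were compared between the groups as well. A change between groups cannot show whether such cells were present in both, so purity was not tested. Some fibroblast markers were bright in vehicle, such as COL1A1 at 11.44 and PDGFRA at 10.30, and others were dim, such as DPT at 6.47. The source of these signals was not tested. None of 12 endothelial, 12 leukocyte, 11 fibroblast or 11 hepatocyte and kidney line markers passed over all probe sets. Adjusted over each list alone, 1 fibroblast marker fell, COL3A1, a fibrillar collagen (log2 change -0.22; adjusted p = 0.522 over all probe sets). The list medians lay between -0.06 and 0.04 on the log2 scale.

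RNA quality was read from array controls. The difference between the 3' and 5' probe sets was -0.04 ± 0.04 in vehicle and -0.01 ± 0.03 in activin B for GAPDH (SD, n = 3; exact permutation test, two-sided, p = 0.4). For ACTB it was 0.11 ± 0.01 and 0.09 ± 0.01 (SD, n = 3; exact permutation test, two-sided, p = 0.2). By limma, none of the 62 array control sets passed at an adjusted p under 0.05, and 6 had an unadjusted p under 0.05. These 6 were all the sets of the thr spike-in, a bacterial control transcript, and stood higher in activin B by 0.29 to 0.54 on the log2 scale (smallest adjusted p = 0.394), with no overlap between the groups in 3 of them. The sets of the dap, lys and phe spike-ins had log2 changes between -0.10 and 0.09. One array stood apart from the rest. The first principal component, with 29.5% of the variance, placed activin B replicate 3 at 21.7 and the other arrays between -10.6 and 5.70, and the second, with 21.4%, separated the groups. In that array, 39 genes lay more than 0.5 on the log2 scale from the mean of the other 5 arrays, against 6 to 16 genes in each of the others. Without it, 29 probe sets rose and 26 fell, and 21 fell at the looser thresholds.

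**Figure D3:**
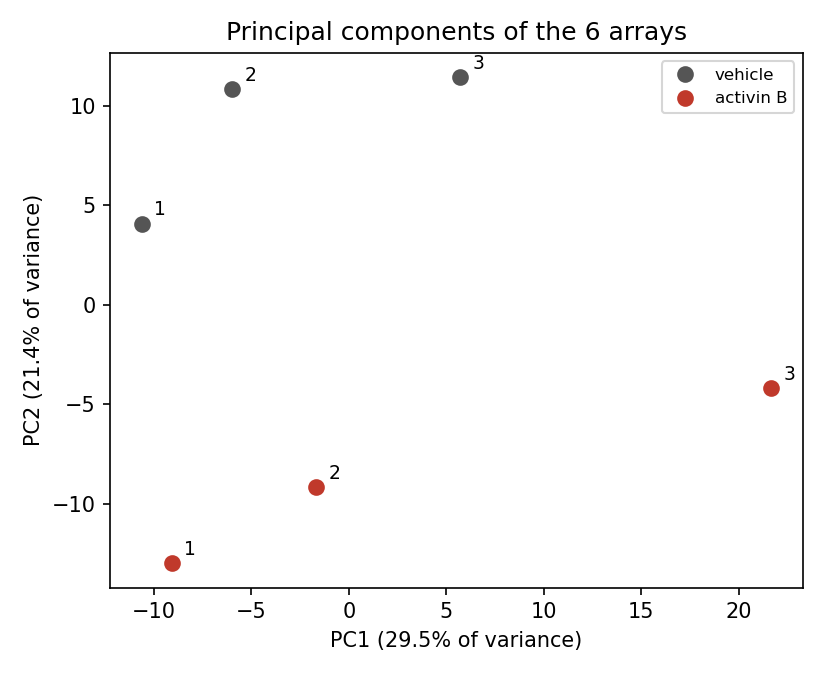
First and second principal components of the 6 arrays over 54613 probe sets, numbered by replicate, vehicle in grey and activin B in red. The groups part along the second component, and activin B replicate 3 lies far to the right at 21.7 on the first.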

Values the study reported

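The study reported that 3 members of the ID family, ID1, ID2 and ID3, were among the genes most strongly induced by activin B.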

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

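The filter at a mean of 7.5 and the adjustment over 1 probe set per gene were chosen after the data were seen; other alternatives were fixed beforehand. The filter at a mean of 6 kept 54465 of 54613 probe sets, so it tests little, and it moved no count of calls. Of the 28 called genes named by the rule, 14 kept their call under every alternative run for them, among them ID1, ID2, ID3, DLX2, SMAD7, SMAD9, KRT15 and SMAD1, and none changed sign. Over all alternatives, 44 of 530 values of these genes lost the call.

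Leaving out 1 array each, which lowers the number of samples, gave 25 to 50 rising and 7 to 26 falling probe sets, 6 to 17 falling genes, and 8 to 21 falling probe sets at the looser thresholds. With probe sets of mean 7.5 or more, 24 rose, fewer sets being tested. With the mean of all probe sets per gene, 10 genes fell; the cause was not tested. Camera with an estimated correlation called 3 lists instead of 6, and fry called 6, the activin B signature among them each time.

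The replicate numbers were not taken to pair the samples. Same-numbered arrays had residual correlations of 0.16, 0.04 and 0.19, not all over 0.1, although each of the 6 arrays correlated best with its own number, a hint from the data. With the replicate number as a block, 53 probe sets rose and 44 fell, and 29 genes fell.

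The difference between SMAD1/5 and SMAD2/3 targets kept its sign in every alternative. It ranged from 0.32 to 0.40 without 1 array each, and was 0.51 over probe sets above the median signal, 0.56 over those of mean 7.5 or more, 0.17 without the ID family and 0.0479 between medians. These last values follow from the members left out or down-weighted. Quantile normalization, median centring and cyclic loess moved the median log2 change of all probe sets to between -0.00110 and 0.00285. They test little, because the distributions of the deposited values had already been equalized.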

Other observations

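The families and genes of the first paragraphs, and the tests of the sibling probe sets, of the response of SMAD2/3 targets, of SMAD2/3 targets with bright signals against all SMAD1/5 targets, and of an impurity of the protein, were chosen after the results were seen.

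Counts within gene families are given without a test between them. Among 44 keratins, KRT15 alone passed, and among 13 connexins and 20 claudins GJB2 and CLDN1 alone did, all falling. Of 8 SMADs, SMAD7 and SMAD9 rose and SMAD1 fell. Of 6 DLX genes, DLX1 and DLX2 rose, and of 6 GATA genes, GATA2. MSX1 and MSX2, often grouped with BMP targets, had log2 changes of 0.09 and -0.15 (adjusted p = 0.995 and 0.959). DUSP2 alone rose among 22 DUSP phosphatases, and SOCS1 alone fell among 8 members of its family. None passed among 28 HOX, 19 SOX, 18 ETS, 16 S100, 9 HES and HEY, 14 CXCL and 33 interleukin genes or 54 genes of ribosomal proteins, and 1 of 30 serpins, SERPINB5, rose. Each gene was read from its brightest probe set, and dimmer sets of RPL14 and RPL38 rose (adjusted p = 0.0285 and 0.0477). The calls of KRT15, GJB2, CLDN1, SMAD1, SMAD7, SMAD9, DLX1, DLX2, GATA2, DUSP2 and SOCS1 held under quantile normalization, median centring and cyclic loess. These alternatives test little, because the distributions of the deposited values had already been equalized. The calls of GATA2 and SOCS1 ended with the mean of all probe sets (adjusted p = 0.184 and 0.140, the highest over the alternatives). That of CLDN1 ended without vehicle replicate 2 or activin B replicate 2 (adjusted p = 0.131 and 0.0554).

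Between an adjusted p of 0.05 and 0.25 lay 22 further genes with higher and 25 with lower values after activin B. Among the higher were NOG (log2 change 0.35), PMEPA1 (0.33) and JUNB (0.31). Among the lower were the alarmin S100A8 (-0.38), the epithelial factor EHF (-0.36), ETS1 (-0.35) and DLL1 (-0.34).

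SMAD1/5 targets had the higher mean change, although activins are textbook ligands of SMAD2/3. Dim signals of SMAD2/3 targets are argued against as the whole cause, because the difference was 0.56 over members of both lists with a mean of at least 7.5, and 0.26 between all SMAD1/5 targets and such SMAD2/3 targets, whose own mean change was 0.19. A lack of any response of SMAD2/3 targets is argued against by their mean change of 0.0861, which separated the groups. The SDs were 0.03 in vehicle and 0.02 in activin B (exact permutation test, p = 0.1, the smallest possible). The mean change was 0.04 without its 5 largest members. SKIL among them rose (adjusted p = 0.00142), but its call ended with the mean of all its probe sets (adjusted p = 0.413). Camera called the whole list, but not with an estimated correlation (adjusted p = 0.138 with an estimated correlation). A few large members carry much of the difference. It was 0.36 over all members, 0.17 without the ID family and 0.12 without the 5 members of each list with the largest changes. Between the medians of the lists it was 0.05 (exact permutation test, p = 0.6). Whether the other members of the lists differ stays open. Signaling by activin B through SMAD1/5 may contribute, a hypothesis that transcripts alone do not test.

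Of 10 genes with a called probe set whose brightest set was not called, 5 had a brightest set with a log2 change under 0.1 in size: RPL14, RPL38, H2AX, CDK1 and PFKFB2, whose called sets had a median log2 change of 0.54 (in CD24, CD55, DEPP1, GLUL and PAG1 the brightest set had 0.31, 0.22, -0.40, -0.31 and -0.24). Saturation of the other sets is argued against for CDK1 and H2AX, where those with signals between 8 and 12 had a median log2 change of -0.00526, and for PFKFB2, where the brightest had a signal of 7.5045. It stays open for RPL14 and RPL38, for which 1 set between 8 and 12, of RPL38, had a log2 change of 0.36. A signal shared by the 5 called sets stays open, with a mean correlation of their deviations of 0.10 against a median of -0.04 and a 95th percentile of 0.33 in 10000 random draws. A change in 1 transcript form of each gene may also be the cause, and it cannot be told apart from binding of other transcripts because probe positions were not used here.

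The inflammatory list, of which no member passed, was called upwards by camera but not with an estimated correlation (adjusted p = 0.466 with an estimated correlation); its mean was 9.32 ± 0.09 in vehicle and 9.42 ± 0.06 in activin B (SD, n = 3). Differences between arrays unrelated to treatment stay open as a cause: the lowest activin B array lay at -0.0464 relative to the highest vehicle array. By replicate number, the list mean was 9.22, 9.33 and 9.41 in vehicle and 9.36, 9.44 and 9.47 in activin B. Each activin B array thus lay above the vehicle array of its number. The overlap of the groups cannot decide the question, because the numbers were not taken to pair the samples. An impurity of the recombinant protein that activates NF-kB stays open. It would raise NFKBIA, TNFAIP3, CXCL1, CXCL2, CXCL8 and IL6, whose median log2 change was 0.16 with all 6 above 0, and a direct effect of activin B would do so too. The arrays hold no control that parts these.

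Other splits of the 6 arrays into 3 and 3 number 10 with the real one, too few for a share under 0.05. The real split gave 66 called probe sets and the highest of the other splits 0. At the looser thresholds the counts were 43 and 1, and for genes 38 and 0. For gene lists called by camera they were 6 and 6, the other split being that of vehicle replicate 1 with activin B replicates 1 and 2 against the rest. The 6 of the real split include the activin B signature, chosen on these arrays. So 2 splits gave as many lists, and for each other count 1 split, the real one, did.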
